# Stem Cell-Like Properties of CK2β-down Regulated Mammary Cells

**DOI:** 10.3390/cancers9090114

**Published:** 2017-08-31

**Authors:** Eve Duchemin-Pelletier, Megghane Baulard, Elodie Spreux, Magali Prioux, Mithila Burute, Baharia Mograbi, Laurent Guyon, Manuel Théry, Claude Cochet, Odile Filhol

**Keywords:** protein kinase CK2, stem cell, breast cancer, EMT, epithelial plasticity

## Abstract

The ubiquitous protein kinase CK2 has been demonstrated to be overexpressed in a number of human tumours. This enzyme is composed of two catalytic α or α’ subunits and a dimer of β regulatory subunits whose expression levels are probably implicated in CK2 regulation. Several recent papers reported that unbalanced expression of CK2 subunits is sufficient to drive epithelial to mesenchymal transition, a process involved in cancer invasion and metastasis. Herein, through transcriptomic and miRNA analysis together with comparison of cellular properties between wild type and CK2β-knock-down MCF10A cells, we show that down-regulation of CK2β subunit in mammary epithelial cells induces the acquisition of stem cell-like properties associated with perturbed polarity, CD44^high^/CD24^low^ antigenic phenotype and the ability to grow under anchorage-independent conditions. These data demonstrate that a CK2β level establishes a critical cell fate threshold in the control of epithelial cell plasticity. Thus, this regulatory subunit functions as a nodal protein to maintain an epithelial phenotype and its depletion drives breast cell stemness.

## 1. Introduction

Tumour formation is a complex process that originates from epithelial cells. A wealth of evidence supports the dogma that different events, described by Hanahan and Weinberg as “hallmarks of cancer” participate in tumour progression, from initiation to metastasis [1,2]. Metastasis remains the major cause of cancer-associated death, as cancer cells evade the primary tumour upon tumour microenvironment changes. Thus, a better understanding in the intra- and extra-cellular parameters involved in these processes would be helpful, to identify new targets to fight this scourge. A first mechanism known to allow tumour cells migration is the epithelial-to-mesenchymal transition (EMT), which leads to enhanced cell motility. Several protein kinases are involved in the different molecular signaling circuits that drive EMT. Among them, protein kinase CK2, whose expression is abnormally high in a wide range of tumours, operates as a cancer driver by creating the cellular environment favorable to neoplasia [3]. As a signaling protein, CK2 is a multi-subunit holoenzyme which has many cellular functions associated with a wide repertoire of substrates located in several of cellular compartments. The CK2α catalytic subunits possess a constitutive activity, while the homodimer of CK2β regulatory subunits operate as a regulatory component, modifying the accessibility of binding substrates to the catalytic site of the holoenzyme [4]. Using live-cell fluorescence imaging studies, we previously provided evidence of independent and rapid movement of CK2α and CK2β [5], showing that this kinase can rapidly target specific proteins in response to different stimuli [6].

In mammary epithelial cells, including MCF10A cells, TGFβ induces an EMT by driving expression of specific transcription factors, such as Snail1, Slug, and Twist. Accumulating evidences also suggest that EMT-induced cells exhibited hallmarks commonly attributed to cancer stem cells [7,8]. Recently, we provided evidence that CK2 plays a key role in EMT signaling pathways. More precisely, we showed that in the absence of its CK2β regulatory subunits, the CK2-mediated Snail1 phosphorylation is abrogated, a post-transcriptional modification that is required for Snail1 proteasomal-degradation in epithelial cells. Of note, the expression of CK2α at both transcriptional and protein levels was not affected upon CK2β depletion. Moreover, this CK2β-dependent phosphorylation had a cumulative positive effect on GSK3β-mediated Snail1 phosphorylation. As the phosphorylation of Snail1 participates in its degradation, these results suggest that both kinases can negatively regulate Snail1 stability through its hierarchal phosphorylation. In accordance, we found that in the absence of CK2β, Snail1 was no longer degraded [9]. Another EMT-transcription factor, FoxC2 is retained in the cytoplasm in its CK2-phosphorylated state. However, in the absence of CK2β, FoxC2 cannot be phosphorylated, and enters into the nucleus and activates the transcription of EMT-related genes [10]. Thus, unbalanced expression of CK2 subunits is sufficient to drive epithelial-to-mesenchymal transition, a process involved in cancer invasion and metastasis. This dysregulated expression of CK2 subunits has been observed in breast cancer, renal cancer, lung adenocarcinoma, and glioblastoma [9,11,12,13].

Normal and malignant stem cells share the ability to self-renew while generating differentiated cells [14]. Here, we show that CK2β-deficient MCF10A cells exhibited several properties commonly attributable to cancer stem cells [7,8]. However, we found that though they lacked tumour-initiating ability, they displayed enhanced plasticity and stemness characteristics of normal stem cells. 

## 2. Results and Discussion

### 2.1. ∆CK2β-MCF10A Cells Have Reduced Expression of EMT miRNAs

Since miRNAs regulate differentiation, cell renewal and invasion [15], we looked for potential changes in miRNA expression that might occur upon CK2β depletion. 

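Cy3-labeled RNA of Mock-cells and of ΔCK2β-cells was hybridized on miRNA arrays, with 2 arrays for each kind of cell, said to be from separate cultures. MCF10A is a non-transformed human mammary epithelial cell line. Mock-cells carry an empty lentiviral vector, and ΔCK2β-cells carry a short hairpin RNA against CK2β, the regulatory subunit of the protein kinase CK2. No probe of the array measures the CK2β transcript, so these data do not show the silencing itself. The paper and the sample labels name different reagents for the RNA isolation. All 4 arrays lay on 1 slide, and each held 2689 probes for 851 human and 88 viral miRNAs. The authors deposited the spot intensities from the Feature Extraction software, version 10.7.3.1, which subtracts a local background. The intensities of the spots of a probe were averaged here without outlier spots, and each array was scaled by the mean log2 signal of the labeling spike-ins DMR_285 and DMR_31a, the standards named in the methods. Signals below the highest of the 4 detection thresholds (mean plus 3 SD of the negative control probe, 6.51 after scaling) were set to that value. The log2 values of the probes of a miRNA were then averaged, over probes above the threshold on both arrays of Mock-cells or of ΔCK2β-cells. This left 163 miRNAs, of which 161 are human. No spot was saturated. The share of miRNA spots well above background was 8.19% and 10.6% in Mock replicates 1 and 2, and 9.46% and 10.6% in ΔCK2β replicates 1 and 2. A miRNA probe so flagged had a scaled signal of at least 37.0 in Mock replicate 1 and 12.6 in Mock replicate 2. In the ΔCK2β replicates the lowest were 13.7 and 14.4. Mock replicate 1 had 371 miRNAs above the threshold, against 169 in Mock replicate 2 and 197 and 162 in the ΔCK2β replicates. On the same array, the 6 other negative control probes had a mean scaled signal of 173, against 9.33 in Mock replicate 2 and 39.4 and 24.1 in the ΔCK2β replicates. The choice of the single negative control probe was made after these signals had been seen. With all 7 probes behind the threshold, 53 miRNAs could be tested, 8 of the 16 tested miRNAs that the paper names dropped out, miR-200c, miR-30c, miR-30d and miR-210 among them, and miR-30b, miR-34a and miR-1246 were at the floor in both groups.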

Using microarrays with the miRNA probe set (Agilent miRNA human V.3), miRNA expression profiles were compared in ∆CK2β- and Mock-MCF10A cells (Table S1). These two cell lines were generated by shRNA-transduction as described in [9], in which less than 10% of the CK2β subunit remains in ∆CK2β-cells, whereas it was unchanged in Mock-cells (Figure S1A,B). 

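The lowest miRNAs of ΔCK2β-cells relative to Mock-cells were miR-205, miR-141 and miR-200c, which mark epithelial cells, with log2 fold changes from -5.04 to -2.51. Members of the cluster from miR-17 to miR-92a and its paralogs, which promote proliferation, were lower as a group, with a median log2 fold change of -0.46 over 11 miRNAs. Among them, miR-17 had a log2 fold change of -0.71 (standard error 0.20), miR-18a of -0.93 (standard error 0.44) and miR-20b of -0.50 (standard error 0.13). The group passed camera with a preset correlation (adjusted p = 0.0167) but not with an estimated one (adjusted p = 0.589). With an estimated correlation, camera has only the 2 residual degrees of freedom, so that result says little about any list. None of the 11 members passed limma, also when adjusted over the list alone. With all 7 negative control probes, miR-19b was called lower and the group did not pass (camera adjusted p = 0.171). Its median turned to 0.13 when arrays were scaled by the 75th percentile of all probes, and with quantile normalization (adjusted p = 0.0679) or without Mock replicate 2 the group no longer passed (adjusted p = 0.298). The 9 members of the let-7 family, which restrain growth and self-renewal, had a median log2 fold change of -0.18 (camera adjusted p = 0.444), which the same scaling turned to 0.42. That scaling also pulled the Mock replicates apart for miR-205, with a log2 gap of 2.08 against 0.24 in the main setting. In miR-103 and miR-107, which share their seed, the log2 fold changes were -0.72 (standard error 0.11) and -0.58 (standard error 0.14), the latter turning to 0.017 with that scaling. With all 7 negative control probes, miR-103 was called lower, but both of its ΔCK2β values were then at the floor, which leaves no spread between them. Over all 163 miRNAs, limma called 0 lower and 0 higher in ΔCK2β-cells at an adjusted p under 0.05, and the smallest adjusted p was 0.0691. At an unadjusted p under 0.05, 25 were lower and 13 higher, but this balance depended on the scaling, with 17 and 17 by the 75th percentile of detected probes, 3 and 2 by that of all probes, 3 and 9 by quantile normalization and 22 and 3 with miR-720 as the standard. When only probes flagged as well above background were kept, 106 miRNAs were tested, and 2 were lower and 2 higher at the adjusted threshold; normexp background correction gave 0 and 1, the authors' scaled values 1 and 1, and a floor of 1 gave 2 and 1. The lists of families were set before the data were examined.

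**Figure D1:**
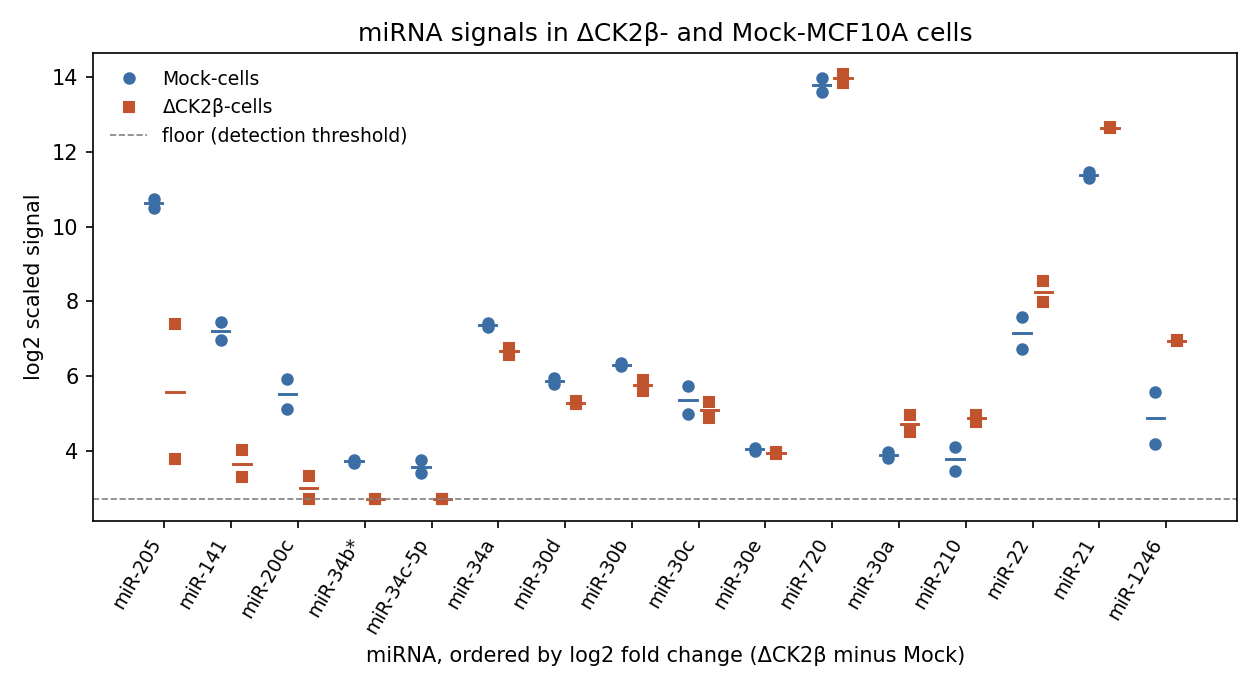
Log2 scaled signal (y axis) of 16 miRNAs that the paper names, ordered along the x axis by log2 fold change. Circles are the 2 arrays of Mock-cells, squares the 2 arrays of ΔCK2β-cells, horizontal marks their means, and the dashed line is the floor. ΔCK2β-cells lie lowest relative to Mock-cells for miR-205 (-5.04) and highest for miR-1246 (2.07).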

We found that several microRNA families were significantly reduced in ∆CK2β-cells (accession number GSE102266, Figure 1A, green bars). The relative miRNA amounts were determined by RT-qPCR using TaqMan probes, including miR-200c, miR-205, miR-141, as well as miR 30b and miR-34b (Figure 1B). The result confirmed the strong decrease of these miRNAs in ∆CK2β-cells. The miR-200 family including hsa-miR-200c, hsa-miR-205 and hsa-miR-141 emerged as the most significantly reduced miRNAs (*p* < 0.001). 

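For miR-205, which is abundant in mammary epithelium, the scaled signal of the brightest probe was 2096 and 2449 in the Mock replicates and 19.6 and 239 in the ΔCK2β replicates. The ΔCK2β replicates thus lay below both Mock replicates but differed 12.2-fold between themselves, and the log2 fold change was -6.85 without ΔCK2β replicate 2 and -3.23 without ΔCK2β replicate 1. For miR-141, a repressor of ZEB transcription factors, the signals were 469.7 and 345 against 14.8 and 40.5. For miR-200c, another repressor of ZEB1 and ZEB2, they were 308 and 184 against 6.30 and 15.3. In ΔCK2β-cells, miR-141 and miR-200c were well above background on 1 of 2 arrays. On the log2 scale, miR-205 averaged 10.63 ± 0.17 (SD, n = 2) in Mock-cells and 5.58 ± 2.56 (SD, n = 2) in ΔCK2β-cells, a fold change of -5.04 (standard error 1.42, limma adjusted p = 0.159). The fold change was -3.55 for miR-141 (standard error 0.36, adjusted p = 0.0691) and -2.51 for miR-200c (standard error 0.41, adjusted p = 0.107). The probes of miR-200c disagreed, with log2 fold changes of -4.57 for the bright probe and -0.45 for the dim one, which was at the floor in ΔCK2β-cells. In the hg19 coordinates of the array design, the brightest probe of miR-205 lies on chromosome 1 from 209605518 to 209605532. Those of miR-200c and miR-141 lie close together on chromosome 12, from 7072914 to 7072927 and from 7073324 to 7073339. Of the 5 members of the miR-200 family on the array, miR-141 and miR-200c were above the threshold, and both were lower when adjusted over the list alone. Of 13 listed epithelial miRNAs, 5 could be tested. When adjusted over the list alone, 4 of these were lower: miR-205, miR-141, miR-200c and miR-183 (log2 fold change -0.68). The other, miR-96, had a positive log2 fold change of 0.29. The median over the 5 was -2.51 (camera adjusted p = 0.0541, and adjusted p = 0.589 with an estimated correlation). With 13 of 21 alternatives the epithelial list passed camera, among them each scaling tried, each ΔCK2β replicate left out (adjusted p = 0.0316 without replicate 1 and 0.0126 without replicate 2) and the filter on probes well above background. It did not pass without Mock replicate 1 (adjusted p = 0.205), without Mock replicate 2 (0.543), with the replicates as blocks (0.103), with total gene signal (0.0555), with the authors' table (0.102), with no filter (median 0, adjusted p = 0.114), or with the intensity trend or the robust model, which left its p unchanged. The intensity trend and the robust model do not enter camera, so for a list they only repeat the main test. The study names 3 of the 5 tested epithelial miRNAs from the same arrays, so the list is not independent evidence of the direction. When only probes flagged as well above background were tested, miR-141 and miR-200c passed the threshold, each with an adjusted p of 0.0401; over all alternatives the adjusted p of miR-141 ranged from 0.0401 to 0.999 and that of miR-200c from 0.0401 to 0.999. With all 7 negative control probes, an alternative added after the data were seen, miR-205 passed at a log2 fold change of -2.13 (adjusted p = 0.0477, from there to 1.00 over all alternatives), and miR-141 was -0.19. The floor was then set by Mock replicate 1 (threshold 366 before scaling). Both ΔCK2β signals of miR-205 lay below it and were set to it, which removed the spread between them.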

Direct targets of miR-200c and miR-205 were reported to be the transcription factors ZEB1 and ZEB2 that regulate the epithelial-mesenchymal transition [16,17]. We thus analyzed the protein expression level of ZEB1 in both cell types. Accordingly, we found that ZEB1 expression level was strongly increased in ∆CK2β-cells (Figure 1C, left panel). It has been reported that a miR-30 reduction maintains self-renewal and inhibits apoptosis in breast tumour-initiating cells [18]. 

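Among the 5 members of the miR-30 family, miR-30d, miR-30b, miR-30c and miR-30e had negative log2 fold changes in ΔCK2β-cells and miR-30a a positive one. The family restrains self-renewal in breast tumour-initiating cells, as the paper cites. The log2 fold change was -0.58 for miR-30d (standard error 0.13, limma adjusted p = 0.148), -0.55 for miR-30b (standard error 0.16, adjusted p = 0.168) and -0.28 for miR-30c (standard error 0.36, adjusted p = 0.692). It was -0.11 for miR-30e (standard error 0.12, adjusted p = 0.685) and 0.85 for miR-30a (standard error 0.21, adjusted p = 0.158). In miR-30b, the brightest probe had scaled signals of 155 and 141 in the Mock replicates and of 116 and 94.2 in the ΔCK2β replicates; it lies on chromosome 8 from 135812784 to 135812800 (hg19). For miR-30d the signals were 77.8 and 69.1 against 51.2 and 48.3. The groups overlapped for miR-30c, with 53.6 and 31.6 against 39.3 and 29.2. None of the 5 passed the test, also when adjusted over the list alone, and the family as a whole did not stand apart from the other miRNAs (median -0.28, camera adjusted p = 0.634, and adjusted p = 0.890 with an estimated correlation). Scaling by the 75th percentile of all probes, which shifted the log2 fold changes of the miRNAs by a median of 0.60, turned miR-30b to 0.046, miR-30c to 0.32, miR-30d to 0.017 and miR-30e to 0.15. The same scaling widened the log2 gap between the Mock replicates from 0.24 to 2.08 for miR-205 and from 0.48 to 1.36 for miR-141. For miR-200c that gap was 0.68 against 0.79 in the main setting. 3 more settings turned miR-30e positive, and without Mock replicate 1 miR-30c was 0.10.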

Of note, the expression of most members of the miR-30 family including miR-30b, -30c, and -30d, were also reduced in CK2β-depleted cells. A direct target gene of miR-30 is integrin β3 [18]. Consistently, we found the upregulation of the integrin β3 protein in ∆CK2β-cells either by Western blot or by immunofluorescence (Figure 1C). Members of the miR-34 family participate in the regulation of self-renewal and chemotherapeutic resistance of breast cancer cells [19]. 

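miR-34a, a p53-induced miRNA, was measured above background on all 4 arrays, with scaled signals of 361 and 351 in the Mock replicates and 239 and 209.8 in the ΔCK2β replicates. Its log2 fold change was -0.70 (standard error 0.14, limma adjusted p = 0.137). The brightest probe lies on chromosome 1 from 9211751 to 9211769 (hg19). The other measured members were dim. miR-34b* had signals of 16.9 and 16.0 in Mock-cells (adjusted p = 0.0691) and miR-34c-5p of 10.6 and 13.5 (adjusted p = 0.137). Both were not well above background in ΔCK2β-cells, where their signals were 1.82 and 3.94 and 1.45 and 1.61, so any difference for them depends on the floor, and each was well above background on 1 of the 2 Mock arrays. With a floor of 1 in place of the threshold, miR-34c-5p passed (adjusted p = 0.0436, from there to 0.999 over all alternatives). miR-34b itself was not above the threshold on both arrays of either group: its brightest probe read 16.4 and 2.85 in Mock-cells and 3.62 and 2.29 in ΔCK2β-cells, and it was not tested. The 3 tested members of the miR-34 and miR-449 family were lower when adjusted over the list alone, 2 of them with both ΔCK2β values at the floor and so without spread there, and as a group they passed camera (adjusted p = 0.0174; adjusted p = 0.589 with an estimated correlation). The study names this family from the same arrays, so the list is not independent evidence of its direction. The group no longer passed with normexp background correction (adjusted p = 0.271), with the 75th percentile of all probes as the scale (adjusted p = 0.0701) or without Mock replicate 2 (adjusted p = 0.0975).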

When compared to Mock-cells, miR-34 was also significantly reduced in ∆CK2β-cells. Collectively, these data show that ∆CK2β-cells exhibit a decreased expression of specific miRNAs that are all known to regulate de/trans-differentiation, EMT, cell renewal, and invasion.

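Beyond the families named in the text, the largest decreases among human miRNAs at an unadjusted p under 0.05, chosen after their values were seen, were those of miR-378, miR-135b, miR-98, miR-342-3p, miR-301a and miR-18b. In miR-342-3p the scaled signals were 107 and 99.7 in Mock-cells and 52.1 and 60.4 in ΔCK2β-cells, a log2 fold change of -0.94 (standard error 0.17, limma adjusted p = 0.126). miR-98, a member of the let-7 family, had signals of 25.3 and 26.6 in Mock-cells and was not well above background in ΔCK2β-cells, which makes it at least 1.85-fold higher in Mock-cells (adjusted p = 0.0691). By the same bound, taken against the lowest signal well above background on each array, miR-378 was at least 1.23-fold higher (adjusted p = 0.0691) and miR-135b at least 1.36-fold higher (adjusted p = 0.158). These 3 were well above background on only 1 of the 2 Mock arrays, replicate 2, and from that array alone the bounds are 1.90 for miR-98, 1.19 for miR-378 and 1.14 for miR-135b. The log2 fold change was -0.94 for miR-301a (standard error 0.18) and -0.92 for miR-18b (standard error 0.29); each was well above background on 1 of the 2 Mock arrays, and miR-301a on 1 of the 2 ΔCK2β arrays. None of these passed the adjusted threshold, but miR-378 did with a floor of 1 (adjusted p = 0.0448) and with the authors' scaled values (adjusted p = 0.0491), in a range up to 0.999 over all alternatives. The paper concludes that specific miRNAs with known roles in differentiation, EMT, cell renewal and invasion are decreased in ΔCK2β-cells, after describing the miR-200, miR-30 and miR-34 families. Beside the arrays, it gives RT-qPCR of several of these miRNAs and higher protein levels of the targets ZEB1 and integrin β3. Those measurements were not analysed here.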

### 2.2. ∆CK2β-MCF10A Cells Have Increased Expression of Specific miRNAs

We next studied the expression of miR-21, as it is one of the most frequently upregulated miRNAs in solid tumours. In addition, miR-21 is considered to be a typical “onco-miR”, which acts by inhibiting the expression of phosphatases, thus limiting the activity of signaling pathways, such as AKT and MAPK [20]. When compared to Mock-cells, we found that the miR-21 expression was significantly increased in ∆CK2β-cells (Figure 1A,B). 

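miR-21 was among the brightest miRNAs in both kinds of cells and was higher in both ΔCK2β replicates than in both Mock replicates. Its brightest probe had scaled signals of 7042 and 6313 in Mock-cells and of 16647 and 16094 in ΔCK2β-cells. The log2 signal averaged 11.38 ± 0.12 (SD, n = 2) in Mock-cells and 12.65 ± 0.019 (SD, n = 2) in ΔCK2β-cells. The log2 fold change was 1.26 (standard error 0.13), a 2.40-fold difference, and its adjusted p of 0.0691 from limma did not pass the threshold. The probe lies on chromosome 17 from 57918637 to 57918655 (hg19). With only probes flagged as well above background the adjusted p was 0.0401, with normexp background correction 0.0331, with the authors' scaled values 0.0491 and with all 7 negative control probes 0.0477; over all alternatives it ranged from 0.0331 to 0.999. The log2 fold change itself lay between 0.84 and 1.86.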

As most of the miR-21 targets are tumour suppressors, miR-21 is associated with a wide variety of cancers including breast cancers [21]. Moreover, miR-21 promotes migration and invasion through upregulation of both Sox2 and β-catenin [22], and a loss of polarity associated with an increased expression of collagen type 1 [23]. Interestingly, our transcriptomic analysis showed that different collagen types like collagen I, IV, VI, VII and XIII, were increased more than 3-fold in ∆CK2β-cells as compared to Mock-cells (Table S2). These data were confirmed in the HMEC-hTERT cell line (Figure S3). As mentioned above, integrins are also regulated by miRNAs [24]. Integrin-β3, -α4, and -αV were upregulated whereas integrin-β4 and -β1 were repressed in ∆CK2β-cells (Figure 1D and Table S2). JAG1 is another target of miR-21 that has been shown to be elevated in breast cancer [25]. By RT-qPCR we found that Jagged-1 is repressed in ΔCK2β-MCF10A cells (Figure S1B). Interestingly, miR-1246, mir-21 and miR-210 that have a link with tumour heterogeneity and tumour-initiating cell behaviour, were all induced in ∆CK2β-cells as compared to Mock-cells (Figure 1A,B) [21,26,27,28].

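miR-1246 had the highest log2 fold change of the tested miRNAs, 2.07 (standard error 0.56, limma adjusted p = 0.158). The scaled signals of its brightest probe were 18.1 and 47.9 in the Mock replicates, of which only the second was well above background, and 125 and 123 in the ΔCK2β replicates. Its other probe was not above the threshold on both arrays of either group, so the value rests on a single probe, on chromosome 2 from 177465722 to 177465736 (hg19). Without Mock replicate 1 the log2 fold change was 1.37, and without Mock replicate 2 it was 2.77. For miR-210, a miRNA induced by hypoxia, the signals were 32.0 and 18.9 against 45.2 and 49.6. Its log2 fold change was 1.08 (standard error 0.28, limma adjusted p = 0.158). Of the Mock arrays, only the dimmer replicate 2 was well above background. On Mock replicate 1, no miRNA probe with a signal under 37.0 was flagged as such. With the normexp background correction, which adds an offset of 50, the log2 fold change was 0.99 for miR-1246, 0.20 for miR-210 and 0.20 for miR-30a, and with no filter that of miR-1246 was 1.06. The brightest probe of miR-210 lies on chromosome 11 from 568161 to 568175. For miR-22, which is also drawn in Figure 1A, the signals were 581 and 300.3 against 1082 and 718 (adjusted p = 0.270). The 5 miRNAs that Figure 1A shows as increased (miR-1246, miR-21, miR-210, miR-22 and miR-30a) had log2 fold changes from 0.85 to 2.07, and 4 of them were higher when adjusted over the list alone. As a group they passed camera (adjusted p = 0.000395; adjusted p = 0.589 with an estimated correlation). With all 7 negative control probes they did not pass (median 0.47, adjusted p = 0.171). They were picked by the study on these arrays, so this is not independent evidence of their direction. For miR-1246, miR-21 and miR-210 the paper also cites RT-qPCR, which was not analysed here.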

### 2.3. Transcriptomic Analysis

EMT in epithelial cells has been shown to be associated with stem cell traits and chemo-resistance [29]. Comparing ΔCK2β- to Mock-MCF10A cells, we looked further for individual gene expression signatures, using a transcriptomic analysis according to published profiles. Agilent microarrays were performed in duplicates, as previously described [9] (accession number GSE102265) and correlations were done with gene set collections from MSigDB 3.0, as described in Supplementary Figure S1. With this approach, we found that gene signature of Mock-MCF10A cells was correlated with the epithelial profiles while the ΔCK2β-MCF10A signature matched with mesenchymal profiles described in the Charafe, Sarrio, Gotzmann, and Jechlinger collections [30,31,32,33] (Figure S2A). These data extended and confirmed our miRNA analysis together with our previous results [9], and validated the process. Then, using the same approach, the signature of stem cell genes described as upregulated in Boquest, Lim and Pece data [34,35,36], showed a “good” correlation with the one expressed in ΔCK2β-MCF10A cells (Figure S2B). Moreover, this ΔCK2β-upregulated gene signature also correlates with an invasive signature, depicted by Schuetz, Wang, or Poola profiles [37,38,39] (Figure S2C). Altogether, these global analyses prove that ΔCK2β-cells share many genes with stem cells, and suggest that they might exhibit cancer stem cell (CSC)-like properties.

### 2.4. ∆CK2β-MCF10A Cells Have Hallmarks of Stem Cells

#### 2.4.1. CD44/CD24 Stem Cell Markers

As it was reported that EMT contributes to the acquisition of cancer stem cells (CSC) traits and drug resistance [29], we further studied the cancer stem cell properties of ΔCK2β-MCF10A cells at the cellular level. Expression of a CD44^high^/CD24^low^ configuration was associated with both human breast CSCs and normal mammary epithelial stem cells [40,41]. Therefore, we examined the consequence of CK2β silencing on CD44 and CD24 expression in ΔCK2β-MCF10A cells using flow cytometry analysis. We found an increase in the CD44^high^/CD24^low^ population in CK2β-depleted cells (95% ± 0.1%), compared to Mock-MCF10A cells (57% ± 1.3%) (Figure 2A). CD44 can contribute to the activation of stem cell regulatory genes and can be a target of these genes [42]. Two connections between CD44 and genes that regulate stem cell characteristics have been described. First, CD44 is a target of the Wnt pathway [43]. Second, stem cells are frequently linked to secondary events such as interaction with a niche, EMT, migration, and apoptosis resistance, which have all been associated with CD44 [44,45]. Our result suggests that a decrease in CK2β expression confers stem cell-like characteristics on epithelial cells. In accordance with the subpopulation of mesenchymal breast cancer stem cells characterized by Liu et al. [46], we found that compared to Mock-cells, ΔCK2β-cells are ALDH and SSEA-1 negative (not shown), and expressed high and low mRNA levels of Vimentin and E-cadherin, respectively (Figure 2B). 

#### 2.4.2. Cell Proliferation and Viability

As already observed for stem cells grown in adherent conditions, cell proliferation was diminished in CK2β-depleted cells (Figure 2C). However, when ΔCK2β- and Mock-MCF10A cells were cultured on Poly-HEMA in the absence of anchorage, ΔCK2β-MCF10A cells showed evidence for increased survival without sign of cell detachment-induced apoptosis (anoikis). In contrast, a decrease of cell viability was observed in control cells, and was found associated with a PARP cleavage (Figure 2D). It has been reported that normal and cancer cell populations became resistant to chemotherapy drug treatment when experimentally induced into EMT [47]. Thus, we tested the viability of Mock- and ΔCK2β-cells treated with a commonly used chemotherapeutic drug, such as Paclitaxel [48]. Figure 2E shows that ΔCK2β-MCF10A cells were more resistant than Mock-MCF10A cells to Paclitaxel.

We further gauge the stemness of cells that have undergone EMT after CK2β depletion, using a mammosphere forming assay in serum free-medium supplemented with EGF and bFGF. We found that both control and CK2β-depleted cells developed spheres or aggregates within seven days, but after their disaggregation, most control cells died, whereas ΔCK2β-cells were still competent to form new mammospheres (Figure 2F).

### 2.5. Cell Positioning and Polarity

We previously investigated the cell positioning and polarity of MCF10A cells during TGFβ- induced EMT on H-shaped-micropatterned surfaces that are completely modified [49]. To gain further insight into the polarity changes that arise in ΔCK2β-cells, we first compared the localization of E-cadherin, actin, and paxillin in two-daughter-cell doublets by immunofluorescence (Figure 3A). 

In Mock-MCF10A cells, the cell-cell contacts visualized by E-cadherin Figure 3A(a,c) and cortical F-actin Figure 3A(e,g) were tight. Paxillin, that links integrin to actin filaments, was restricted to the edges of the H-shaped pattern Figure 3A(i). As expected, the E-cadherin staining was lost in ΔCK2β-cells Figure 3A(b,d). Moreover, F-actin was organized as short stress filaments Figure 3A(f) that could be explained by the spatial localization of paxillin all along the adherent pattern Figure 3A(j). To study the position of the two daughter cells on stabilizing curved H-shaped patterns, the spatial coordinates of their nuclei were recorded by time-lapse microscopy during a complete cell cycle and automatically quantified [49]. From the acquired pictures, as exemplified in Figure 3(Ba), the angular distribution of the nucleus–nucleus axis was plotted (Figure 3B(b)), showing that ΔCK2β-cells were in a less stabilized state than Mock-cells. A polarity index has been evaluated, based on nucleus–nucleus axis and normalized nucleus-centrosome vector orientation [50]. Figure 3B(c) showed that this polarity index was significantly decreased in ΔCK2β-cells. These observations are in agreement with our previous data that showed a loss of polarity in CK2β-depleted cells [51]. In contrast, upon EMT induction, TGFβ-treated MCF10A cells behave differently as they underwent a polarity reversal due to both centrosomes and nuclei repositioning [50]. We next compared the behaviour of the two cell lines in 3D Matrigel culture. In these conditions, Mock-MCF10A cells generated fully polarized acinar structures whereas ΔCK2β-MCF10A cells were neither polarized, as visualized by the Golgi position, nor capable to organize in acini (Figure 3C). 

#### Analysis of Cell Phenotypes by Orthotopic Engraftment

To analyze the cell phenotype in vivo, we injected FACS-sorted GFP-transfected wild type (WT)- or ΔCK2β-MCF10A cells into the inguinal mammary fat pads of nude mice. No tumour formation could be observed three months post-injection. However, IHC analysis of the fat pads showed that for both injected cell types, large islands of viable cells were still visible. The number of GFP-positive areas was increased between two and three months after cell injection (not shown). Compared to Mock-MCF10A cells, fat pads injected with ΔCK2β-cells showed an increased presence of gland-like structures, suggesting that these cells had an organoid-forming activity in this microenvironment (Figure 4A). Interestingly, almost no cytokeratin 5-6 (CK5-6) staining associated with basal cell differentiation, could be detected in those structures, whereas they displayed CK18 and smooth-muscle actin (SMA) staining, which are luminal and myo-epithelial characteristics, respectively. No such structures were observed in mice injected with an equal number of Mock-MCF10A cells (Figure 4B). The same protocol, performed with non GFP-labelled cells, showed that fat pads injected with ΔCK2β-MCF10A cells also displayed gland-like structures in which human mammary epithelial cells were present as visualized by human CK8/18 staining (Figure 4C). 

## 3. Material & Methods

### 3.1. Cell Culture and Retroviral Infection

MCF-10A cells from ATCC-LGS (Molsheim, France) (CRL-10317) are mammary epithelial cells derived from fibrocystic breast tissue from women with no family history of breast cancer and no evidence of disease. HMEC-hTERT were described in [8]. They were both cultured as described [52]. Stable silencing was accomplished by transduction with lentiviruses pLKO1 (Sigma-Aldrich, St. Louis, MO, USA) as described [9]. Mock-cells are MCF10A or HMEC cells transduced with an empty pLKO1 vector.

### 3.2. microRNA Profiling

Total RNA was isolated using Trizol Reagent (Invitrogen, Carlsbad, CA, USA) and was submitted to ProfileXpert core facility (Lyon, France) for microRNA profiling. The samples were hybridized on human v.3 miRNA Agilent array according to manufacturer instructions (Agilent protocol version 2.2), and microarray data analysis was carried out using Feature Extraction software version 10.7 (Agilent, Santa Clara, CA, USA).

For better cross-array comparison, raw data were normalized with the Genespring software version 7.3.1 (Agilent), using two LabelingSpikes-InSignal (DMR_285 and DMR_31a) as internal standard. The threshold of detection was calculated using the normalized signal intensity of negative controls ±3 standard deviation. Spots with signal intensities below this threshold are referred to as (absent) with an arbitrary value of 0.01*, and denoted ‘A’ in the Tables S1 and S2. Quality of processing was evaluated by generating a scatter plot of 11 positive controls. Statistical comparison and filtering were performed using Genespring software 7.3.1 (Agilent). The average signal is averaged between two replicates, and log2 fold change is calculated between ΔCK2β and Mock conditions. The mean and standard deviation of the mean are then calculated to aggregate different probes signal of the same miRNA. 

Both mRNA and miRNA datasets are available under the accession number GSE102267.

### 3.3. Fluorescence-Activated Cell Sorting

FITC-conjugated anti-CD44 antibody (clone G44-26) and PE-conjugated anti-CD24 antibody (clone ML5) were obtained from BD Biosciences (Grenoble, France), and used for FACS analysis in accordance with manufacturer’s protocols. GFP-cells were sorted using a FACS-Calibur (BD Biosciences (Grenoble, France).

### 3.4. Western Blot Analysis

Primary antibodies were anti-actin (Abcam, Cambridge, UK, ab8226), anti-Zeb (Santa Cruz Biotechnology, Heidelberg, Germany, sc-25388), anti-integrin β1, anti- integrin β4 (BD Biosciences, 610467, 611232, respectively), anti- Integrin β3 (Abcam, Ab7167), and anti-PARP (Thermo Scientific, Courtaboeuf, France, 9542). Secondary antibodies were peroxidase-conjugated affinity pure Goat anti-rabbit IgG (#111035003) and peroxidase-conjugated affinity pure goat anti-mouse IgG (#115035003) from Jackson Immuno Research. Cells were lysed in RIPA buffer (10 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.5% DOC and 1 mM EDTA) containing both protease- and phosphatase-inhibitor cocktails (Sigma-Aldrich; P8340, P2850, P5726). Cell homogenates were quantified using BCA protein assay kit (Thermo Scientific). SDS-PAGE was performed using pre-cast 4–12% gradient gel (Bio-Rad, Hercules, CA, USA). Separated proteins at 20 μg/lane were transferred to PVDF membranes (100 V for 60 min). Blotted membranes were blocked during 1 h at room temperature with saturation buffer (1% BSA in Tris Buffer Saline 10 mM, Tween 0.1% (TBST)), and then incubated with primary antibody diluted in saturation buffer, for 2 h or overnight. After 3 washes with TBST, secondary antibodies were added for 1 h. Luminata Forte Western HRP substrate (Millipore, Billerica, MA, USA) was added and membranes were read with Fusion Fx7 (PerkinElmer, Waltham, MA, USA). Quantification was performed using ImageJ software.

### 3.5. Quantitative Real-Time PCR

One microgram of total RNA prepared for the microarray hybridization was used to generate cDNAs by reverse transcription using the iScript system (Bio-Rad) as recommended by the manufacturer. Real-time PCR was performed using Bio-rad CFX96 apparatus and qPCR Master Mix (Promega, Madison, MI, USA). The values for the specific genes were normalized to the 36B4 and U6. Specific primers sequences are provided in Supplementary Table S3. 

MiRNA levels were measured by RT-qPCR using TaqMan miRNA assays (Applied Biosystems, Foster City, CA, USA). Ten nanograms of tumour total RNA were reverse transcribed using the TaqMan miRNA Reverse Transcription kit and miRNA-specific stem-loop primers (Applied Biosystems). Real-time PCR was performed on the 5’-extended cDNA with Applied Biosystems TaqMan 2× Universal PCR Master Mix, and the appropriate 5 × TaqMan MicroRNA Assay Mix for each miRNA of interest (assay IDs: hsa-miR-205, 4373093; hsa-miR-141, 4373137; hsa-miR-200c, 4395411; hsa-miR-30b, 4373290; hsa-miR-34b, 4395213; hsa-miR-720, 4409111; hsa-miR-21, 000397; hsa-miR-210, 000512; hsa-miR-1246, CTRWENE). Real-time PCR was carried out on C1000 Thermal cycler (CFX96 Real Time system, Bio-Rad) at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Data were analyzed with CFX Manager Software version V1.5.534.0511 (Bio-Rad). The hsa-miR-720 was used as endogenous control for normalization. Normalized expression was calculated using the comparative CT method and fold changes were derived from the 2 − ΔΔCt values for each miRNA.

### 3.6. Characterization of Resistance to Cytotoxic Agents 

All compounds were purchased from Sigma and dissolved in DMSO. MCF10A cells (5000/well) were plated in 100 μL per well in a 96-well plate. One day after seeding, compounds were added in five replicates per concentration. Cell viability was measured after 72 h with Cell viability Glo assay (Promega).

### 3.7. Colony Assay

To measure anchorage-independent growth, cells were detached with trypsin and resuspended in growth medium. Plates were prepared with a coating of 0.75% agarose (Cambrex, East Rutherford, NJ, USA) in growth medium, and then overlaid with a suspension of cells in 0.45% agarose (5 × 10^3^ cells/well). Plates were incubated for 3 weeks at 37 °C and colonies were imaged under microscope.

### 3.8. Mouse Injection

Animal maintenance and experiments were performed in accordance with the animal care guidelines of the European Union and French laws. Six-week old female Athymic nude mice (Charles River laboratories) were injected with 10^6^ modified MCF10A cells into a fat pad of #4 mammary gland. 

### 3.9. Histological and Immunohistochemical Analysis

Mammary glands were fixed in 4% paraformaldehyde and embedded in paraffin. Microtome sections (5 mm thick) were stained with H&E for histological analysis. Expression of the transduced GFP was analyzed by standard immuno-histochemistry (IHC) using the anti-GFP mouse monoclonal antibody (Abcam, Ab 13970), detected with a biotin-conjugated anti-mouse IgG antibody and an avidin-biotin-peroxidase complex (Vector Laboratories). The differentiation status of tissues was determined using CK5-6 (Chemicon, Millipore, MAB 1620, Billerica, MA, USA) CK18 (Epitomics, Burlingame, CA, USA, 1433-1) and SMA (DAKO, Agilent, M0851, Santa Clara, CA, USA) antibodies.

### 3.10. Gene Expression Microarray Analysis 

Single-sample GSEA (ssGSEA), an extension of Gene Set Enrichment Analysis (GSEA) calculates separate enrichment scores for each pairing of a sample and gene set. Each ssGSEA enrichment score represents the degree to which the genes in a particular gene set are coordinately up- or down-regulated within a sample. This analysis has been done with the GenePattern software [53]. (http://software.broadinstitute.org/cancer/software/genepattern/modules/docs/ssGSEAProjection/4).

### 3.11. Cell Micropatterning

Micropatterns were fabricated and cell-cell positioning was analyzed as previously described [49]. The polarity index was measured as described in [50].

### 3.12. Immunofluorescence 

Cells were fixed as previously described [47], and incubated with anti-integrin β1, anti-integrin β4, anti-paxillin, anti-E-cadherin (BD Biosciences, 610467, 611232, 6100052, and 610181, respectively), anti-integrin β3, anti-Giantin (Abcam Ab7167 and 24586 respectively), and anti-α-catenin (B52975; Calbiochem), for 1 h, and then incubated with the corresponding secondary antibodies and FITC-phalloidin (Invitrogen) at 1 μg/mL for 30 min.

## 4. Conclusions

It has been reported that the EMT programs which control normal mammary stem cells and cancer stem cells are likely to differ in the activation of distinct signaling pathways [54]. Together, our data provide evidence that the downregulation of CK2β expression, observed in a subtype of breast tumours, can promote the acquisition of characteristics commonly associated with the CSC phenotype in vitro. However, since ΔCK2β-MCF10A cells were deficient in tumour-initiating ability, we suggest that under-expression of CK2β has a profound impact on both the plasticity and the stemness of breast epithelial cells. In particular, the results from Figure 4 show that micro-environmental cues are sufficient to re-direct cells that exhibit stem cell traits to acquire an organoid-forming activity with an absence of malignant transformation. Since EMT supports the induction stem-cell phenotype, identifying the CK2 substrates whose phosphorylation is modulated in CK2β-depleted cells or CK2α overexpressing cells, will improve the discovery of new specific markers furthering understanding breast cell stemness. 

## Figures and Tables

**Figure 1:**
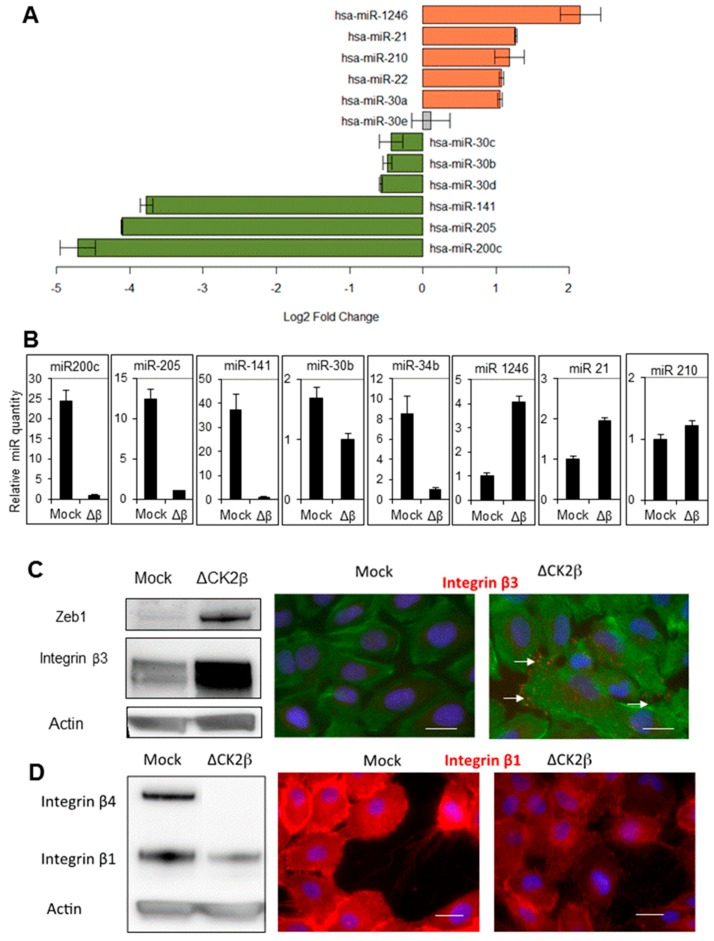
**Modulation of miRNAs in ΔCK2β-MCF10A cells.** (**A**) Log2 fold change of the main miRNAs modulated in CK2β-depleted versus parental MCF10A cells measured by miRNA array analysis; (**B**) Changes of miRNA expression between CK2β-depleted and Mock-MCF10A cells were confirmed by using the indicated TaqMan probes. The relative amount of each miRNAs was determined by cross-normalization to ΔCK2β samples using the comparative method and miR-720 as an internal reference; (**C**) Two targets of miR-200 and miR-30 families, respectively Zeb1 and integrin β3, were analyzed by Western blot and/or immunofluorescence in Mock- and CK2β-depleted cells. The ratio ΔCK2β/Mock of signal intensity in western blot was determined (3.5 and 2.3 for Zeb1 and integrin β3 respectively). Arrows indicate integrin β3 localization; (**D**) Integrin β1 and β4, targets of miR-21 were analyzed by western blot and/or immunofluorescence in Mock- and CK2β-depleted cells. The ratio ΔCK2β/Mock of signal intensity in western blot was 0.4 for integrin β1. F-actin in green, nuclei in blue, and integrin β in red. Scale bar, 10 μm.

**Figure 2:**
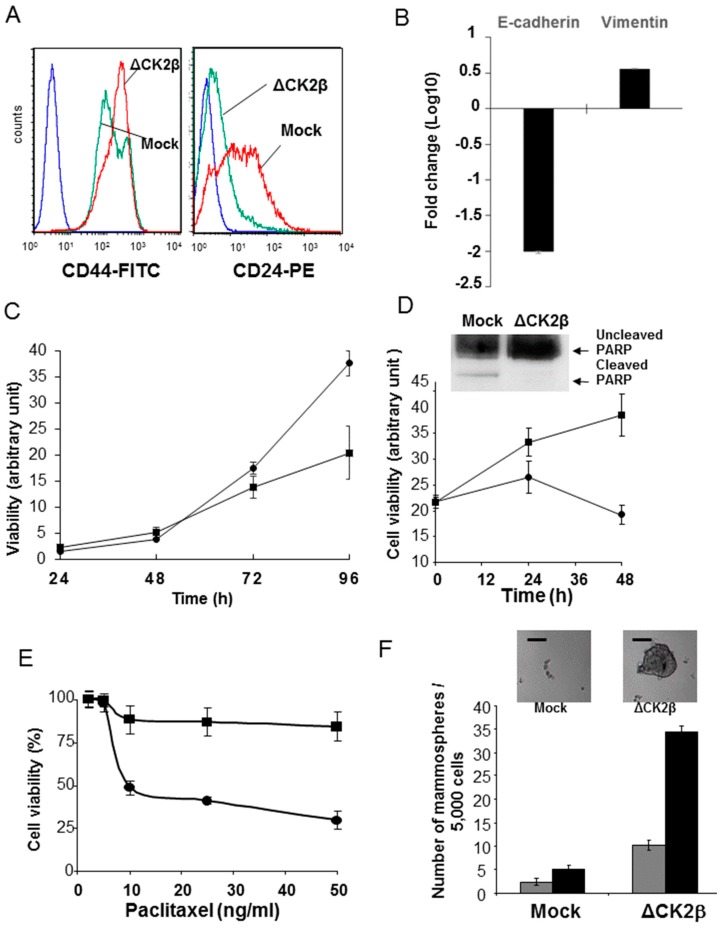
**ΔCK2β-MCF10A cells have properties of cancer stem cells(CSCs) and are drug resistant.** (**A**) FACS analysis of CD24 and CD44 markers in in Mock- and ΔCK2β-cells (Blue line, unlabelled cells; green line, Mock-cells; red line, ΔCK2β-cells). Results are representative of three independent experiments; (**B**) E-cadherin and Vimentin expression levels measured by RT-qPCR. The fold changes compare Mock- to ΔCK2β-cells. *p* < 0.05; (**C**) Cell proliferation kinetic of ΔCK2β- (■) and Mock-MCF10A (●); (**D**) Anoikis: ΔCK2β- (■) and Mock-MCF10A (●) were grown on Poly-HEMA for 48 h. Cell viability was measured with the cell viability-GLO^®^ assay, and apoptosis was visualized by Western blot using anti-PARP antibody; (**E**) Dose-response curves of ΔCK2β- (■) and Mock-MCF10A cells (●) treated with Paclitaxel. Bars denote the standard error (*n* = 5); (**F**) Representative images (top) and quantification (bottom) of mammosphere formation from Mock- and ΔCK2β-cells after first (grey bar) and second (black bar) dissociation steps (scale bar 50 μm).

**Figure 3:**
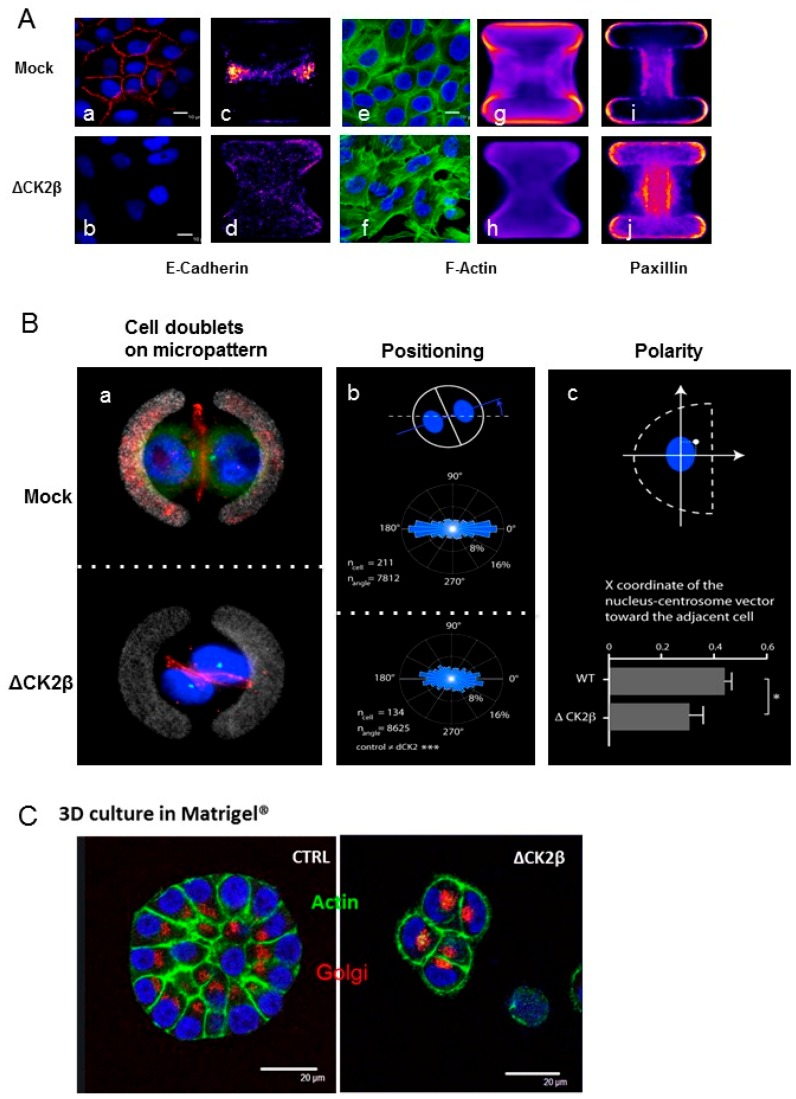
**ΔCK2β- and Mock-MCF10A cell positioning and polarity.** (**A**) Mock and ΔCK2β- MCF10A cells cultured as monolayer (a,b,e,f) or as doublets on H-shaped micropatterns (c,d,g–j) were stained for DNA (blue, a,b,e,f), E-cadherin (red, a–d), F-actin (green, e–h) or paxillin (far red, i,j). Average staining over 20 images on pattern is shown (c,d,g–j). Scale bar, 10 μm; (**B**) (a) Representative image of doublet cells stained for α-catenin (red), centrosome (green), and DNA (blue) on curved H-shaped micropattern; (b) Time-lapse acquisition of control- and ΔCK2β-MCF10A cell doublets on micropattern was performed. Automated movie analysis of Hoechst-stained cells provided the angular distribution of the nucleus–nucleus axis orientation that is represented by graph; (c) The X coordinate of the normalized nucleus-centrosome vector toward the cell-cell junction was calculated. Horizontal bar graph shows quantification of polarity index as previously described [47]; (**C**) Confocal images of 3D culture in Matrigel^®^ for nine days, of Mock- and ΔCK2β-MCF10A cells stained for DNA in blue, F-actin in green, and Golgi apparatus in red. Scale bar, 20 μm.

**Figure 4:**
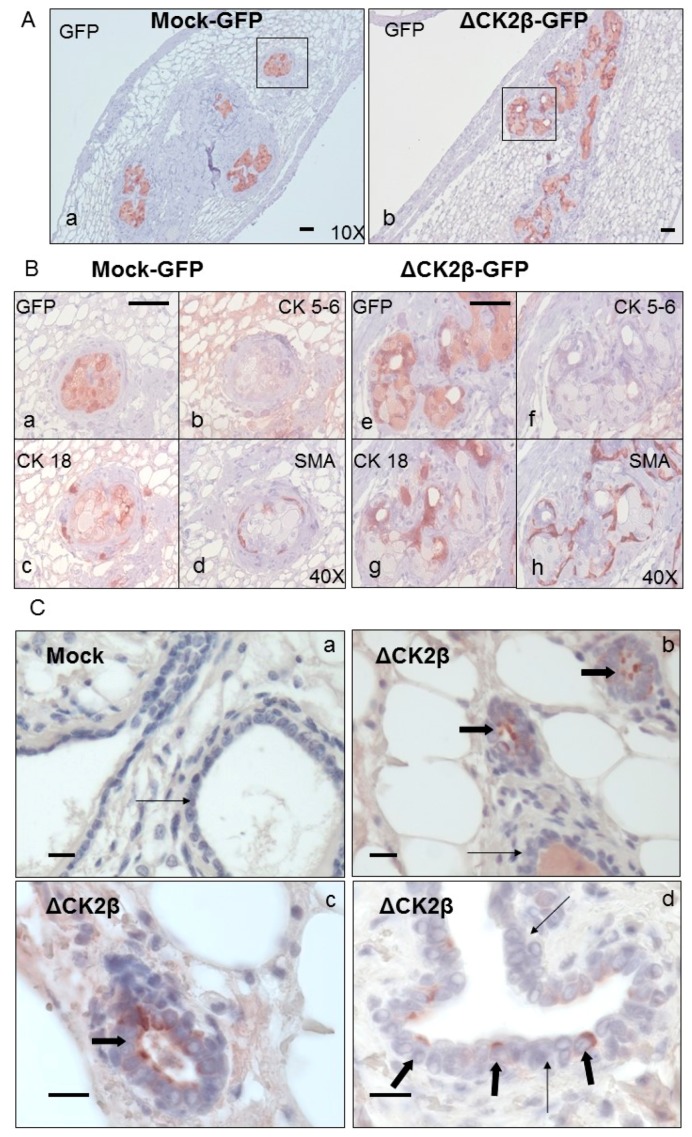
**IHC analysis of ΔCK2β- and Mock-MCF10A cells injected in inguinal mammary fate pad.** (**A**) Three months after injection of GFP-transfected Mock- or ΔCK2β-MCF10A cells in mammary fat pad, the glands were harvested, fixed, paraffin included, and sections were stained with anti-GFP (a and b, respectively); (**B**) High magnification views (40×) of the boxed regions show the staining of GFP (a,e), cytokeratin 5-6 (b,f), cytokeratin 18 (c,g) and αSMA (d,h). Sections were counterstained with hematoxylin; (**C**) Six weeks post-injection of Mock-cells or ΔCK2β-cells, mammary gland sections were immunostained with human specific Cytokeratin 8/18. Sections were counterstained with Hematoxylin. Pictures are representative of different mammary gland sections injected with Mock-cells (a) or ΔCK2β-cells (b–d). Thin arrows indicate mouse mammary epithelial cells and thick arrows human stained luminal cells. Scale bars, 50 μm.

## Supplementary Materials

The following are available online at http://www.mdpi.com/2072-6694/9/9/114/s1. Figure S1: Expression analysis of CK2β and JAG1, Figure S2: Gene expression microarray analysis, Figure S3: Modulation of miRNA-targets in ΔCK2β-HMEC-hTERT cells, Table S1: miRNA expression profile of Mock and ΔCK2β-MCF10A cells, Table S2: Normalized mRNA expression profile of Mock and ΔCK2β-MCF10A cells, Table S3: Primers used for RT-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

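miRNA was measured with 1-colour miRNA arrays in MCF10A cells, on 2 arrays of Mock-cells and 2 arrays of ΔCK2β-cells, which the submitters describe as separate cultures. P-values therefore rest on 2 arrays against 2, and the number of arrays limits their precision. An exact permutation test of 2 against 2 cannot go below p = 0.33, so only a moderated test across all miRNAs was used.

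The authors deposited spot intensities from Agilent's Feature Extraction software (version 10.7.3.1), in which a background surface has been subtracted and negative values are kept, with no scaling between arrays. They also deposited a table of linear ratios, 1 per probe and array. Ratios over 0.5, from 139 to 167 probes per array, were set against the scanner values, and there the ratio was the mean intensity of a probe over all its spots divided by the arithmetic mean of the 4 labeling spike-in probes, within 2% for 98.6% or more of these probes per array. That table is linear and not centred, shows negative values as 0, and has medians of 0.02 in Mock replicate 1 and 0.01 in the other arrays. The methods name GeneSpring for the scaling, the labeling spike-ins as standards, and negative controls with 3 SD as the detection threshold.

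From the intensities, the spots of a probe were averaged without outlier spots, and each array was multiplied by a factor (0.930 to 1.07) that equalised the mean log2 signal of the 4 spike-in probes. The spike-in signal was outside the range that Feature Extraction sets on all 4 arrays. A probe was kept if it was above its array's threshold on both arrays of at least 1 group. The floor was the highest of the 4 scaled thresholds, and the log2 values of the kept probes of a miRNA were averaged. miRNA names are those of the array design, without the suffix that marks withdrawn entries, a step added after the names were seen. Coordinates are those of the design (hg19). limma 3.58.1 in R 4.3.3 (lmFit and eBayes) compared ΔCK2β with Mock over 163 miRNAs, with Benjamini-Hochberg adjustment and a threshold of 0.05. Its prior had 1.27 degrees of freedom beside 2 residual ones. Of the 163, 29 were not well above background in either group. Lists of miRNAs with at least 3 tested members were tested with camera at a preset correlation of 0.01. The same test with an estimated correlation has only the 2 residual degrees of freedom, and so little power. There were 32 lists, of which 14 could be tested, and 7 had no tested member.

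The methods say negative controls without naming probes. The design has 7 such probes, and the threshold here uses the 1 named NegativeControl. This choice was made after the signals of the control probes and of the miRNAs in the paper had been seen, when it was known that a threshold from all 7 would lie at 30.7 to 366 before scaling, in place of 5.04 to 6.10, and would put miR-200c and other miRNAs that the paper reports at the floor. It was thus not a blind choice, and every result that could be tested was also computed with all 7.

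The miRNAs named in the text were every miRNA the paper names (values in Fig. 1A had been seen), up to 4 of each list by absolute log2 fold change, the 10 largest decreases and 10 largest increases past the adjusted threshold, and viral probes called changed or detected on all arrays. No miRNA passed the adjusted threshold, so the largest changes at an unadjusted p under 0.05 were named in their place, after their values were seen. A miRNA not well above background on any array of a group is given as a bound.

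Tested on simulated data with the measured spread, limma called 54.5% of miRNAs changed 2-fold, 83.0% of those changed 4-fold and 89.0% of those changed 16-fold, with 27 wrong calls over 20 runs of 163 miRNAs in which 30 had been changed. In simulated data without change, camera called 2 of 280 lists. The simulated miRNAs varied independently of each other and had no floor. Their spreads were drawn from the floored data, in which values at the floor have no spread between them. The shares called by limma may therefore be too high. In the measured data, estimated correlations within lists ranged from -0.37 (miR-193 and miR-365) to 0.98 (miR-181). The simulated rate therefore need not hold for lists whose members vary together. Alternatives covered the scaling, the background correction, the summary over probes, the filter, the floor, the variance model, the replicate number as a block and each array left out. The paper's RT-qPCR, protein and mRNA measurements and Tables S1 to S3 were not analysed here.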

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

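Both arrays of ΔCK2β-cells lay above both arrays of Mock-cells, at an unadjusted p under 0.05, for 4 human miRNAs with a log2 fold change of at least 0.5 that the paper does not discuss and that were well above background on both ΔCK2β arrays. They were selected after the values were seen, and none passed the adjusted threshold in limma, though miR-21* did with only probes well above background (adjusted p = 0.0401, up to 0.999 over all alternatives). miR-21*, the other strand of the miR-21 hairpin, had a log2 fold change of 1.38 (standard error 0.16, adjusted p = 0.0691), with scaled signals of 35.7 and 48.6 in Mock-cells and 99.6 and 138 in ΔCK2β-cells. Of the 2 Mock arrays, miR-21* was well above background only on replicate 2, as were miR-148a and miR-222. miR-148a had a log2 fold change of 0.78 (standard error 0.12, adjusted p = 0.106). For miR-29a it was 0.67 (standard error 0.16, adjusted p = 0.158) and for miR-222 0.51 (standard error 0.15, adjusted p = 0.174).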

How the results depend on the processing

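The detection threshold from all 7 negative control probes and the robust variance model were added after the data were seen. The counts of 0 lower and 0 higher miRNAs held under each scaling, total gene signal, the brightest probe, no filter, the intensity trend, the robust model and each array left out, and became 0 lower and 1 higher with normexp, 1 and 1 with the authors' table, 2 and 2 with the filter on probes well above background, 2 and 1 with a floor of 1, and 3 and 1 with all 7 negative control probes. The epithelial list passed with 13 of 21 alternatives. Counts out of 21 cover alternatives set before the data were examined, the estimated correlation among them, and leave out the robust model. The intensity trend is among the 21 but does not enter camera, so it repeats the outcome of the main test for every list. Where it passed, its median was -2.39 with the 75th percentile of detected probes, -2.05 with that of all probes, -2.25 with quantile, -2.57 unscaled, -2.44 and -2.59 with DMR_285 or DMR_31a alone, -2.71 with miR-720 as the standard, -1.53 with normexp, -4.04 with the brightest probe, -3.55 with the filter, -3.88 with the floor of 1, -2.21 without ΔCK2β replicate 1 and -2.82 without ΔCK2β replicate 2. It did not pass with total gene signal (-4.17), the authors' table (-1.62), no filter (0), the intensity trend, the robust model or the replicate block, nor without Mock replicate 1 or Mock replicate 2, the ends of its range of -2.91 to -2.12 with single arrays left out. With the filter, miR-21* (1.38), miR-200c (-4.57), miR-141 (-3.55) and miR-21 (1.26) passed; it tested 106 miRNAs and dropped the dim probe of miR-200c. With the floor of 1, miR-34c-5p passed at -2.97, a value set by ΔCK2β signals not above background. miR-21 also passed with normexp (1.24), the authors' table (1.27) and all 7 negative control probes (1.26). With the latter, miR-205 passed (-2.13), miR-141 was -0.19, miR-1246, miR-30b and miR-34a were at the floor in both groups, and miR-200c, miR-30c, miR-30d and miR-210 were not tested. Both ΔCK2β values of miR-205 were then at the floor, which leaves no spread between them. Of 37 named miRNAs, 29 kept their direction throughout, the floor apart. None passed in the main setting, so failing again under an alternative is no sign of stability.

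Scaling shifted the log2 fold changes of the miRNAs by a median of 0.60 (75th percentile of all probes), 0.34 (quantile), 0.18 (75th percentile of detected probes) and -0.17 (miR-720 as the standard). The counts at an unadjusted p under 0.05, 25 lower and 13 higher in the main setting, became 3 and 2; 3 and 9; 17 and 17; and 22 and 3, in the same order. Under the first, miR-30b turned to 0.046, miR-30c to 0.32, miR-30d to 0.017, miR-30e to 0.15, miR-107 to 0.017, ebv-miR-BART12 to 0.28, and the medians of the miR-30 family to 0.15, let-7 to 0.42, of the miR-17 to miR-92a cluster to 0.13 and miR-130, miR-301, miR-148 and miR-152 to 0.29. This percentile rests on dim signals: 708 of 2689 probes were above the threshold on Mock replicate 1, and 280 to 335 on the other arrays. It widened the log2 gap between the Mock replicates for miR-205 from 0.24 to 2.08. miR-30e was 0.026 with detected probes, 0.14 with quantile and 0.11 with the authors' table. miR-720 turned to -0.22 with quantile and ebv-miR-BART12 to 0.25. Without Mock replicate 1, ebv-miR-BART12 (range -1.07 to 0.47 with single arrays left out) and ebv-miR-BART13 (range -0.19 to 0.87) changed sign, as did miR-720, which ranged from -0.0199 to 0.37 with single arrays left out. The miR-130, miR-301, miR-148 and miR-152 median turned to 0.061 with detected probes, 0.0101 with DMR_285 alone, 0.0599 with normexp, 0.27 with total gene signal, 0.41 with the filter and, without Mock replicate 1, to the upper end of its range with single arrays left out (-0.19 to 0.066). The median of the miR-23, miR-27 and miR-24 clusters turned to -0.11 with miR-720 as the standard and was negative without Mock replicate 2 or ΔCK2β replicate 1 (range -0.22 to 0.26 with single arrays left out), and that of miR-181 was positive without Mock replicate 1 (range -1.68 to 0.46). The cause was not tested.

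With each array left out in turn, where the lone array is assumed to vary like the other group, miR-30c ranged from -0.66 to 0.10 and the miR-34 and miR-449 median from -1.05 to -0.75; the miR-34 and miR-449 list no longer passed without Mock replicate 2, under the 75th percentile of all probes (-0.64), normexp (-0.045) or an estimated correlation (-0.87, the value of miR-34c-5p, at the floor in ΔCK2β-cells). miR-205 ranged from -6.85 without ΔCK2β replicate 2 to -3.23 without ΔCK2β replicate 1. No list passed with an estimated correlation, where camera has only the 2 residual degrees of freedom and little power. This failure alone therefore does not count against a list. It does not clear the preset test either, which treats the members of a list as nearly independent. The estimated correlation was 0.31 for the miR-17 to miR-92a cluster, 0.57 for miR-29 and 0.76 for the epithelial list. It was 0.043 for miR-34 and miR-449 and -0.081 for miR-15 and miR-16. The replicate block left the counts at 0 and 0 (smallest adjusted p = 0.175); the replicate differences of the 2 groups correlated at 0.38 across miRNAs, which are not independent replicates, and 2 pairs do not establish a pairing. Signal over background limits miR-34b* and miR-34c-5p, which are at the floor in ΔCK2β-cells, and the other miRNAs not well above background there.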

Differences from the paper's values

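Fig. 1A shows a log2 fold change of about -4.7 for miR-200c, read by eye, as the paper's value, and here it was -2.51. Among the alternatives set before the data were examined, the value came within the spread and within 1.5 times of the paper's fold with the brightest probe (-4.57), with the filter on probes well above background (-4.57) and with the total gene signal (-4.17), and not with the others. For miR-205 the paper's value is about -4.1 in Fig. 1A, read by eye, against -5.04 here. This lies within the spread of the ΔCK2β replicates (SD 2.56) but over 1.5 times from the paper's fold. The value was within 1.5 times of the paper's fold with the log2 of the mean signals of the replicates, as the methods describe (-4.13), with scaling by the 75th percentile of all probes (-4.45) and with normexp (-3.63), and not with the others. For miR-30e the paper's value is about 0.1 in Fig. 1A, read by eye, against -0.11 here. It came within the spread with scaling by the 75th percentile of all probes (0.15), with quantile normalization (0.14) and with the authors' table (0.11), and not with the others.

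The paper describes several miRNA families as significantly reduced and miR-21 as significantly increased, without naming the test behind the array values in its text. It also reports a strong decrease by RT-qPCR for miR-200c, miR-205, miR-141, miR-30b and miR-34b, and cites RT-qPCR for miR-21, miR-1246 and miR-210. Those measurements were not analysed here. Here limma called 0 miRNAs in either direction at an adjusted p under 0.05, although the log2 fold changes of the other 9 miRNAs of Fig. 1A lay within the spread of the values drawn there. Settings that called miRNAs of the paper were the filter on probes well above background (miR-141, miR-200c and miR-21), normexp and the authors' table (miR-21) and a floor of 1 (miR-34c-5p). The threshold from all 7 negative control probes, chosen after seeing the values, called miR-205 and miR-21 and left 8 of the 16 miRNAs of the paper untested. It put both ΔCK2β values of miR-205 at the floor. The paper places miR-200c, miR-205 and miR-141 first in significance among the reduced miRNAs. It does not say whether this rests on the arrays or on RT-qPCR. They had the 3 lowest log2 fold changes here, with unadjusted limma p of 0.00148 for miR-141, 0.00654 for miR-200c and 0.0331 for miR-205. Among other reduced miRNAs, limma gave 0.000800 for miR-378, 0.00196 for miR-34b*, 0.00254 for miR-98 and 0.00548 for miR-103. The increased miR-21 had 0.00150. Both ΔCK2β values of miR-378 and of miR-34b* were at the floor, which leaves no spread between them.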

Other observations

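The tests of signals on single arrays, in the closing paragraphs, were chosen after the values were seen. The 3 members of the miR-29 family, which target collagen transcripts, were higher as a group in ΔCK2β-cells, with a median log2 fold change of 0.57 (camera adjusted p = 0.0242, and adjusted p = 0.589 with an estimated correlation). None of the 3 passed limma, and values were 0.67 for miR-29a, 0.57 for miR-29b and 0.44 for miR-29c. The group no longer passed without Mock replicate 1 (adjusted p = 0.227) or without Mock replicate 2 (adjusted p = 0.0566). It passed with 14 of 21 alternatives. The 4 tested members of the miR-15 and miR-16 family, which restrain the cell cycle, had a median of 0.30 (adjusted p = 0.0457, and adjusted p = 0.589 with an estimated correlation), and without Mock replicate 1, Mock replicate 2 or ΔCK2β replicate 1 the group, which passed with 8 of 21 alternatives, no longer passed (adjusted p = 0.227, 0.0775 and 0.0938). Array entries that derive from other small RNAs, miR-1246 and miR-720 among them, had a median of 0.20 over 9 members and passed with 14 of 21 alternatives (adjusted p = 0.0233, and adjusted p = 0.589 with an estimated correlation), and no longer passed without Mock replicate 1 (adjusted p = 0.205) or without ΔCK2β replicate 2 (adjusted p = 0.132). With all 7 negative control probes, an alternative added after the data were seen, none of these 3 groups passed (adjusted p = 0.224 for miR-29, 0.280 for miR-15 and miR-16 and 0.650 for the entries from other small RNAs). miR-720, the reference of the RT-qPCR, had a log2 fold change of 0.17 (standard error 0.21, limma adjusted p = 0.685), which turned negative with quantile normalization and without Mock replicate 1.

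The miR-99, miR-100 and miR-125 family had a median log2 fold change of 0.28 (camera adjusted p = 0.162), the miR-193 and miR-365 miRNAs of 0.31 (adjusted p = 0.366), the miR-23, miR-27 and miR-24 clusters of 0.066 (adjusted p = 0.809), the miR-130, miR-301, miR-148 and miR-152 miRNAs of -0.064 (adjusted p = 0.832) and the miR-181 family of -0.61 (adjusted p = 0.809). The medians of the miR-23, miR-27 and miR-24 clusters and of the miR-130, miR-301, miR-148 and miR-152 miRNAs changed sign with the scaling, and for the latter the direction in camera was higher although the median was negative. With no filter on dim probes, the let-7 family, the miR-193 and miR-365 miRNAs and the miR-99, miR-100 and miR-125 family passed camera (adjusted p = 0.0333, 0.0276 and 0.00631). No listed miRNA of mesenchymal and stromal cells, blood cells, muscle, liver or endothelium was above the threshold on both arrays of a group. The viral entries ebv-miR-BART12 and ebv-miR-BART13 were tested, with log2 fold changes of -0.30 (standard error 0.61) and 0.34 (standard error 0.46), which changed sign without Mock replicate 1.

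On the Mock replicate 1 array, 393 miRNA probes were over 2 times brighter than on each other array, as were the 6 negative control probes described with the arrays. A brighter array as a whole is argued against, since the median ratio of Mock replicate 1 to the mean of the others was 1.01 over the 63 probes with a scaled signal over 100 on all 4 arrays. The scaling itself changed this array by a factor of only 0.988. Nonspecific hybridization may account for the brighter probes. Of the 393 probes, 32.1% ordered the other 3 arrays as 5 of the 6 control probes did (95% exact binomial interval 27.5% to 36.9%, chance 16.7%). But so did 25.8% of 275 other detected probes (two-sided Fisher's exact test, p = 0.0853), so this test does not settle it. The 393 probes belong to 213 miRNAs, and probes of 1 miRNA overlap in sequence. The interval and the Fisher test treat probes as independent, so both overstate the precision. No biological explanation was tested.

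ΔCK2β replicate 2 held more miR-205 (12.2-fold), miR-141 (at least 2.74-fold) and miR-200c (at least 1.12-fold) than ΔCK2β replicate 1, where the last 2 were not well above background. For miR-205 the scaling between arrays is argued against, since the log2 gap stayed at 3.40 or more under every scaling tried. For miR-141 and miR-200c, the smaller gap exceeded the 95th percentile of the gaps of 103 miRNAs well above background under every scaling (smallest excess 0.17). Against miRNAs of like signal in ΔCK2β-cells, it lay below the 95th percentile under several scalings, the main one among them (smallest excess -0.12). The median gap of those miRNAs was 0.021 in the main setting. Since miR-141 and miR-200c are near background on ΔCK2β replicate 1, the scaling stays open for them. A candidate explanation is a constant share of Mock-like RNA in ΔCK2β replicate 2. If only the signal beyond ΔCK2β replicate 1 is counted, that share would be 9.02% to 10.6% from miR-205 and 2.99% to 5.07% from miR-200c. The ranges depend on the Mock replicate. The lowest share from miR-205 is then 1.78 times the highest from miR-200c, which goes against a common share. With the whole signal of replicate 2 counted, the shares are 9.75% to 11.4% and 4.98% to 8.32%. That ratio is 1.17, too close to exclude a common share, so the 2 counts together do not settle it. A less complete response of that culture stays open as well and was not tested.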
